A study of Mus musculus with 20 samples. Its data were reported in "HIRA-mediated H3.3 deposition preserves hepatocyte cell identity during liver aging" (2026).

How the data were processed

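Bulk RNA-seq was measured in 20 mouse liver libraries that fall, per the labels, into 4 groups of 5 mice. Wildtype mice, labelled female, were injected with an AAV8 vector that expresses Cas9 of Staphylococcus aureus from the hepatocyte-specific Tbg promoter together with a guide RNA. The paper's text gives male mice for this time course, while its figure legend gives female. The guide was directed against Hira (HIRA arm) or against the Rosa26 locus, a site used as a neutral target (control arm). Livers were collected 3 weeks or 6 months after injection. The groups and the replicate numbers 1 to 5 were taken from the sample titles.

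The authors trimmed reads where needed, aligned them to the mouse genome (mm10, the same assembly as GRCm38) with STAR and deposited raw counts per gene, which are whole numbers without normalization. Their methods name HOMER for counting, while the gene identifiers are versioned Ensembl identifiers. Of 55421 identifiers, 54587 (98.5%) matched the GENCODE M21 annotation of GRCm38 with the version, and these held 98.6% of the counts. Whether the counting used the strand of the reads is not stated. The authors also deposited FPKM values, and the tool that made them is not stated. The FPKM table had 629498 blank cells, of which 28812 belonged to genes with counts above 0 in that library, and it listed a value in 64880 cells with 0 counts. The FPKM values were therefore used only as an alternative, as log2(FPKM + 1) with limma. The study tested its counts with DESeq2 after removing genes with fewer than 10 counts in total, at an absolute log2 fold change above 1 and a false discovery rate under 0.05.

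The filter and both thresholds of the study were kept. The main test was the quasi-likelihood test of edgeR 4.0.16 (glmQLFit and glmQLFTest) with TMM normalization and Benjamini-Hochberg adjustment. All 20 libraries were fitted in a single model with a mean for each of the 4 groups, so the groups share an estimate of the spread. The contrasts were taken from this fit. They were the HIRA guide against Rosa26 at 3 weeks, the same at 6 months, 6 months against 3 weeks in Rosa26 controls, and the difference between the guide effects at the 2 time points (interaction). Adjusted p-values of single genes are from this edgeR test unless another tool is named. Of the genes in the table, 22854 had no count in any library, 9700 had 1 to 9 counts and were left out, and 22867 were tested. The other tools were R 4.3.3, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

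Scores were computed from 8 gene lists that were written down in advance. A score is the mean over the list of log2 CPM (counts scaled by TMM library size, prior count 2), each gene centred on its mean over the 20 libraries. The lists covered hepatocyte identity (42 genes), biliary markers (9), fibrosis (17), sterol synthesis (23), p53 targets (13), proliferation (13), and the evening (9) and morning (5) phases of the circadian clock. The clock index is the evening score minus the morning score. The liver identity signature that the study used was not used here. The arms were compared with a 2-sided exact permutation test over all 252 assignments of 5 against 5, for which the smallest possible p is 0.0079, and the 14 score tests were adjusted together. The rotation test fry of limma was the alternative and was also used for the difference between time points. The shift of highly expressed genes was measured per library as the mean centred log2 CPM of the top expression decile minus that of all genes with at least 1 CPM, with deciles set from the Rosa26 controls of the other time point. The expression of called genes was also taken from those controls, and its percentile is that among 10000 random lists of the same size.

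The genes named in the text follow a rule. It admits Hira, the genes of the lists and, for each contrast, up to 5 genes in each direction with the largest absolute log2 fold change among those past both thresholds, with a mean of at least 1 CPM and with all 5 libraries of one group above all 5 of the other (the last not for the interaction). Symbols of unnamed gene models were counted and not named by the rule. Genes named outside the rule are identified as chosen after their values were seen, apart from those named because they overlap a named gene. Coordinates are GRCm38, 1-based, from GENCODE M21.

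The test was checked on simulated data, with 200 of 22867 genes changed by known amounts. The edgeR fit recovered 192 of them (96%) with 9 false calls and made 0 calls in a contrast without change. DESeq2 recovered 194 with 12 false calls and limma-voom 192 with 8. All changed genes had a mean of at least 1 CPM and changes past the fold threshold. Counts were drawn independently for each gene, without an outlying library or variation shared across genes. The simulation therefore checks the code and does not give the power or error rate in the real libraries.

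The total per library ranged from 19916430 to 24079736 counts, and the 10 genes with the most counts took 17.38 to 25.11% of a library. No pair of replicates had identical values or counts that agreed within sampling noise, so each library was counted as a sample of its own. Same-numbered libraries carry the same replicate number in the sample titles, and the labels do not say that the mice were paired. The mean correlation of deviations from the group means between same-numbered libraries was 0.103 at 3 weeks, 0.058 at 6 months and 0.042 between the control groups. The correlation at 3 weeks was just above 0.1, so fits with the replicate number as a block are given beside those without it.

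The alternatives were RLE and upper-quartile normalization, DESeq2, limma-voom with sample weights, log2(FPKM + 1) with limma-trend, no filter on low counts, the filterByExpr filter, glmTreat at a log2 fold of 0.5, no fold threshold, only the samples of the contrast, the replicate block, and leaving out each of the 20 libraries in turn. For scores and expression shifts they were RLE and plain CPM, a prior count of 0.5, z-scores per gene, log2(FPKM + 1), deciles or expression from the controls of the same time point, a minimum of 10 CPM, a minimum of 0.1 CPM and a background of genes with at least 1 CPM. After the data had been seen, 5 more were added, namely DESeq2 on only the samples of the contrast, DESeq2 without the library with male marker counts, the clock index as a covariate, the score of non-hepatocyte markers as a covariate, and a correction of each library for gene length and GC content.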

Results

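Gene expression was measured by RNA-seq in 20 livers, 5 in each of 4 groups. Mice of the HIRA arm carried a guide RNA against Hira, which encodes a chaperone that deposits the histone variant H3.3, and mice of the control arm carried a guide against Rosa26. The guide against Hira (GCTCTTGCCATAGGTAGACTG, 21 bases) matched the gene on chromosome 16 at 18925660 to 18925680, in exon 12 of 25 of the transcript ENSMUST00000004222, within the coding sequence and on its antisense strand. Total counts per library ranged from 19916430 to 24079736, and 22867 genes were tested. In a principal component analysis over 12903 genes, the first 3 components held 23%, 15.3% and 12.5% of the variance.

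The targeted gene was examined first, as a check of the labels. Hira (ENSMUSG00000022702.16, chromosome 16, 18877037 to 18970309) had 128, 171, 158, 134 and 136 counts in replicates 1 to 5 of the Rosa26 group at 3 weeks and 126, 127, 90, 104 and 87 counts in those of the HIRA group. The 6-month counts were 132, 157, 141, 131 and 105 in the Rosa26 group and 136, 109, 136, 112 and 128 in the HIRA group. At 3 weeks the mean was 2.32 ± 0.24 log2 CPM (SD, n = 5) in the HIRA group and 2.80 ± 0.20 (SD, n = 5) in the Rosa26 group, and all 5 HIRA libraries were below all 5 controls. The log2 fold change was -0.48 ± 0.14 (SE), with an edgeR adjusted p of 0.197, and -0.48 with the replicate block (adjusted p 0.181). The means at 6 months were 2.5 ± 0.14 and 2.59 ± 0.21, the groups overlapped, and the log2 fold change was -0.10 ± 0.14 (edgeR adjusted p 0.794), or -0.08 with the replicate block (0.832). It was -0.16 (edgeR adjusted p 0.614) without replicate 5 of the HIRA group, whose sex-linked counts are described below. With the FPKM values in place of counts, the change at 6 months was 0.03. The difference between the time points was 0.38 ± 0.20 (edgeR adjusted p 0.781). The transcript level therefore did not separate the arms at 6 months. For mice given these guides, the study reported loss of HIRA protein by Western blot. The transcript level does not measure protein, so it does not show whether the knockout worked.

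Sex-linked counts departed from the label in 1 library. The labels give female mice throughout, and 19 libraries had 6286 to 8436 counts of Xist, a transcript of the inactive X chromosome, and 0 to 13 counts summed over the Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty. The library labelled HIRA 6 months replicate 5 had 9 counts of Xist and 2041 counts of these Y genes (527 of Ddx3y, 1094 of Eif2s3y, 278 of Kdm5d and 142 of Uty). It also had 5045 counts of Cyp4a12a, against at most 5 in the others, and 33934 counts of Mup20, against 295 to 1999. Xist, the Y genes, Cyp4a12a and Mup20 were chosen after their values were seen. The library was kept in the comparisons, and values without it are given where stated.

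**Figure D1:**
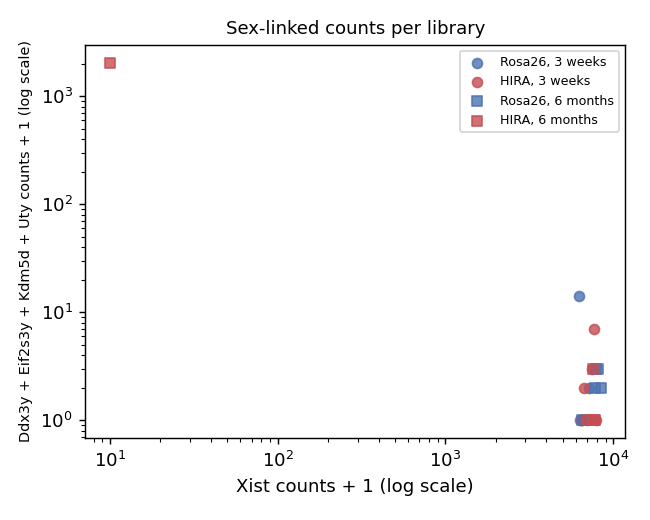
Counts of Xist (x axis, counts + 1, log scale) and summed counts of Ddx3y, Eif2s3y, Kdm5d and Uty (y axis, counts + 1, log scale) in each of the 20 libraries, by group. The library labelled HIRA 6 months replicate 5 has 9 Xist counts and 2041 Y gene counts, while the other 19 have at least 6286 Xist counts and at most 13 Y gene counts.

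The comparison at 3 weeks asks which genes respond early to the guide against Hira. Past both thresholds were 26 genes, 18 higher and 8 lower in the HIRA arm, and in 24 of them the groups did not overlap. Chance gives this in 0.79% of unselected genes, which is no test of the called genes, since they were selected on the same groups. The replicate block gave 27 genes, of which 23 were shared. Without the fold threshold 45 genes passed, and 2029 had an unadjusted p under 0.05. The count ranged most widely with the test, from 1 gene with glmTreat to 109 with DESeq2 on only the samples of the contrast. With the DESeq2 test used by the study on all libraries it was 64 (40 higher and 24 lower), with limma-voom 51 (29 and 22) and with FPKM values 4 (2 and 2).

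The largest increases at 3 weeks included genes of the circadian clock. Dbp (ENSMUSG00000059824.12, chromosome 7, 45705088 to 45710203) rose from 1.10 ± 0.49 to 5.31 ± 1.30 log2 CPM (SD, n = 5), a log2 fold change of 4.55 ± 0.79 (SE, edgeR adjusted p 0.0251; 0.0231 with the replicate block). Ciart (chromosome 3, 95878503 to 95882251) and Per3 (chromosome 4, 151003652 to 151044665) rose by 3.62 ± 0.71 (edgeR adjusted p 0.0379) and 2.56 ± 0.53 (0.0455). Cdhr2 (ENSMUSG00000034918.8, chromosome 13, 54701461 to 54736662), which encodes a cadherin-related protein, rose from -1.73 ± 0.59 to 1.53 ± 0.39 log2 CPM, a log2 fold change of 3.62 ± 0.68 (edgeR adjusted p 0.0309; 0.0289 with the replicate block). Slc2a4 (chromosome 11, 69942539 to 69948188), which encodes a glucose transporter, rose by 2.85 ± 0.49 (edgeR adjusted p 0.024). The largest decreases were in Loxl4 (-2.10 ± 0.41, edgeR adjusted p 0.0391), Ppard (-1.49 ± 0.26, 0.0269), Fam25c (-1.44 ± 0.24, 0.024), Slc13a3 (-1.43 ± 0.23, 0.0187) and Ndrg1 (-1.32 ± 0.27, 0.0445). With the replicate block these 10 genes kept adjusted p-values of 0.0127 to 0.049 in edgeR. Dbp, Ciart and Per3 overlap annotated genes (Sphk2 and C920021L13Rik on the opposite strand and Camta1 on the same strand) that held 201.0%, 26.1% and 34.8% as many counts as they did, and reads could be divided between them if strand or exons were not used in counting. Car14 (chromosome 3, 95897768 to 95904691), chosen after its values were seen, had the smallest adjusted p of this contrast (log2 fold change 1.19 ± 0.13, edgeR adjusted p 0.000106). It overlaps Aph1a on the opposite strand, which held 117.1% as many counts.

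The comparison at 6 months asks which genes differ between the arms long after injection. Past both thresholds were 76 genes, 57 higher and 19 lower in the HIRA arm, and the groups did not overlap in 44 of them. The replicate block gave 72 genes, of which 56 were shared. Without the library labelled HIRA 6 months replicate 5 it was 102, of which 52 were shared. Without the fold threshold 299 genes passed (159 higher and 140 lower), and 3551 had an unadjusted p under 0.05. When only the 10 libraries of this time point were fitted, the count fell to 0 with edgeR and was 86 with DESeq2, of which 56 were among the 76. It reached 180 (126 higher and 54 lower) with DESeq2 without the library labelled HIRA 6 months replicate 5. With DESeq2 on all libraries it was 127 (89 higher and 38 lower), and with FPKM values 14 (7 and 7). Cyp4a12a (log2 fold change 9.37 ± 2.10, edgeR adjusted p 0.0307) and Mup20 (4.34 ± 0.93, 0.0263) were among the 76, and without that library their log2 fold changes were 0.81 (0.657) and 1.19 (0.0382). With the replicate block and all libraries they were 8.56 (edgeR adjusted p 0.0134) and 2.77 (0.101), so Mup20 did not pass.

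Among the genes named by the rule at 6 months, Peg10 (ENSMUSG00000092035.8, chromosome 6, 4747306 to 4760517) rose by 2.51 ± 0.49 on the log2 scale (SE, edgeR adjusted p 0.0164). Tsku (chromosome 7, 98350668 to 98361328) rose by 2.05 ± 0.41 (edgeR adjusted p 0.0204), from 4.00 ± 0.97 to 6.15 ± 0.73 log2 CPM (SD, n = 5). Wnk4 (1.99 ± 0.36), Proca1 (1.94 ± 0.36) and Slc17a8 (1.84 ± 0.37) were also higher, with edgeR adjusted p-values of 0.0141, 0.0141 and 0.0204. The largest decreases were in Bmper (-2.07 ± 0.46, edgeR adjusted p 0.0307), Srgap3 (-1.68 ± 0.36, 0.0263), Rab38 (-1.53 ± 0.38, 0.047), Zkscan4 (-1.38 ± 0.26, 0.0149) and Serpinb8 (-1.13 ± 0.23, 0.0226). Without the library labelled HIRA 6 months replicate 5, Rab38 had an adjusted p of 0.0692 and the other 9 stayed under 0.05 in edgeR. With the replicate block, Rab38 had an adjusted p of 0.058 and the other 9 stayed under 0.05.

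The effects at the 2 time points were compared directly. No gene passed both thresholds for a difference in guide effect (0 genes, smallest edgeR adjusted p 0.614), while 1514 had an unadjusted p under 0.05. Called at both time points in the same direction were 4 genes, against 0.04 higher and 0.01 lower expected for independent calls. These were Itih5, Slc2a4 and Cdhr2, which were higher, and the gene model Gm16731, which was lower. With the replicate block 3 were shared, Itih5, Cdhr2 and Wnk4, all higher; Slc2a4 had an edgeR adjusted p of 0.0578 at 6 months and Wnk4 one of 0.0231 at 3 weeks (0.0554 without the block). Itih5 (ENSMUSG00000025780.7, chromosome 2, 10153571 to 10256529) and Gm16731 were chosen after their values were seen. Itih5 had log2 fold changes of 1.51 ± 0.28 (edgeR adjusted p 0.03) and 1.87 ± 0.29 (0.0105), and Cdhr2 had 4.36 ± 0.69 (0.0105) at 6 months. In the library labelled HIRA 6 months replicate 5, Cdhr2 (-2.81 log2 CPM) and Itih5 (2.53) were within the range of the 6-month Rosa26 controls, whereas the other 4 libraries of that group had 1.72 to 3.18 and 4.44 to 4.87. Without it the log2 fold changes at 6 months were 4.68 for Cdhr2 (edgeR adjusted p 6.64e-06) and 2.11 for Itih5 (9.04e-07), and 11 genes were shared. Of the 26 genes called at 3 weeks, 23 changed in the same direction at 6 months, and of the 76 called at 6 months, 65 did so at 3 weeks. Across 12903 genes with at least 1 CPM, the log2 fold changes of the 2 time points had a Pearson r of 0.319 and a Spearman rho of 0.386 (r 0.326 with the replicate block and 0.393 without the library labelled HIRA 6 months replicate 5). Lower values of r came with DESeq2 (0.217), with a minimum of 0.1 CPM (0.235) and without Rosa26 3 weeks replicate 2 (0.247), and a minimum of 10 CPM gave 0.417. The Spearman rho with DESeq2 was 0.385. Genes are not independent replicates, so no p-value is given.

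**Figure D2:**
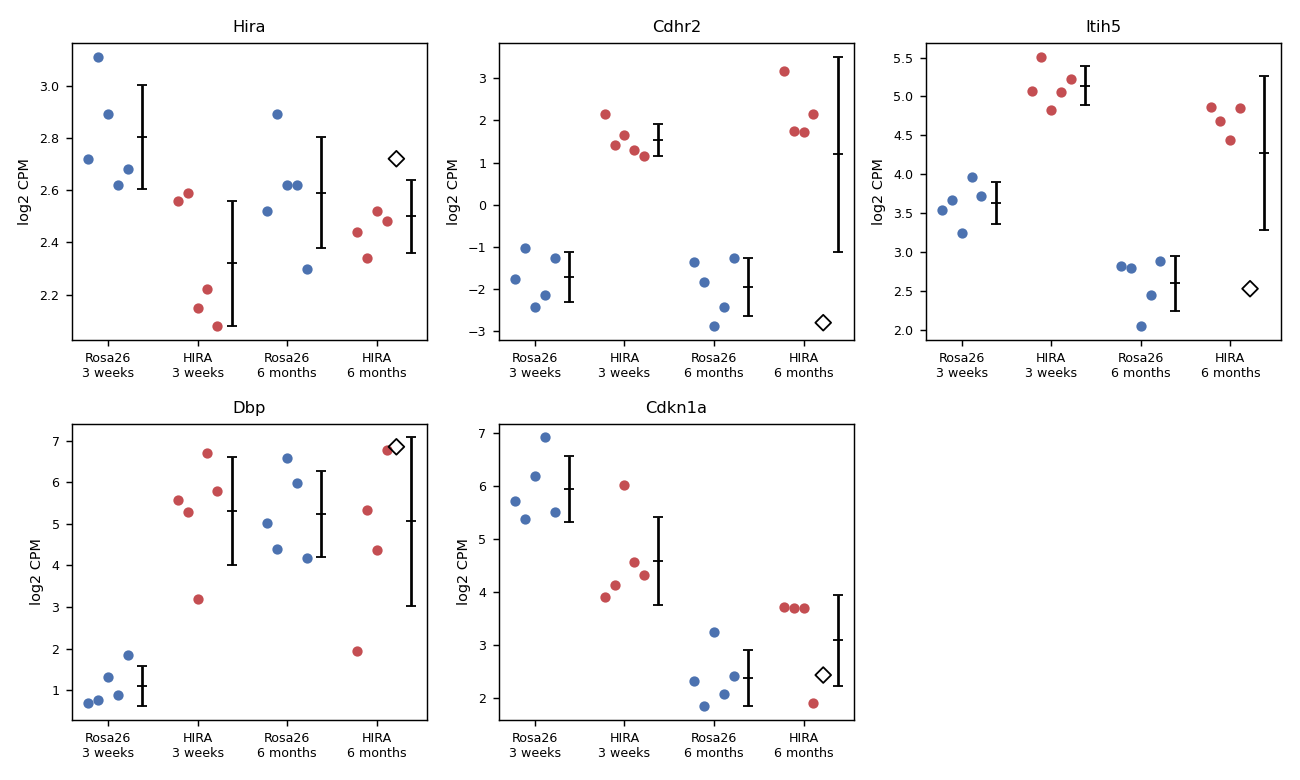
Expression (log2 CPM) of Hira, Cdhr2, Itih5, Dbp and Cdkn1a in each library by group, with the mean and SD of the 5 libraries at the right of each group. The open diamond is the library labelled HIRA 6 months replicate 5, which had -2.81 for Cdhr2 and 2.53 for Itih5, and Dbp was lower in all 5 Rosa26 libraries at 3 weeks (mean 1.10) than in all 5 HIRA libraries (mean 5.31).

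The control arm shows how expression differed between the time points without the guide against Hira. Past both thresholds were 37 genes, 18 higher and 19 lower at 6 months, with no overlap between the groups in 31 of them, and 2920 had an unadjusted p under 0.05. With the replicate block the count was 61 (32 higher and 29 lower), with DESeq2 157 (101 and 56), and with the FPKM values 1 (0 and 1). Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090976 to 29100727), which encodes the cell cycle inhibitor p21, fell by 3.61 ± 0.45 on the log2 scale (edgeR adjusted p 0.00196), from 5.94 ± 0.63 to 2.38 ± 0.53 log2 CPM (SD, n = 5). Gria3 (-2.52 ± 0.42, edgeR adjusted p 0.0195), Eda2r (-1.86 ± 0.35, 0.0252), Slc34a2 (-1.78 ± 0.37, 0.0409) and Eif4ebp3 (-1.64 ± 0.34, 0.0394) were also lower. Higher were Dbp (4.40 ± 0.79, edgeR adjusted p 0.0227), Per3 (2.69 ± 0.53, 0.0309), Mmd2 (2.48 ± 0.46, 0.0227), Gadd45a (1.45 ± 0.25, 0.021) and Tef (1.35 ± 0.29, 0.0467). Eif4ebp3 overlaps a gene on the same strand, Maskbp3, that held 232.9% as many counts, and its value is uncertain for that reason. Gadd45a overlaps a gene on the opposite strand with 18.1% as many counts. Of the genes called in controls over time, 6 were also called at 3 weeks between the arms, all 6 in the same direction, and both contrasts share the Rosa26 libraries of 3 weeks.

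The scores ask whether hepatocyte identity and related programs changed with the guide. The hepatocyte identity score at 3 weeks was -0.02 ± 0.06 in the HIRA group and 0.10 ± 0.03 in the Rosa26 group (SD, n = 5), a difference of -0.12 (exact permutation p 0.0238, adjusted over 14 tests 0.167). The fry test gave 0.298, or 0.269 with the replicate block, and the difference was -0.28 with z-scores per gene, in SD units (exact permutation p 0.0635), and -0.01 with FPKM values (exact permutation p 0.913). For 6 months the difference was -0.09 (exact permutation p 0.437; fry with the replicate block 0.188), smaller than the spread of 0.24 within the HIRA group. The clock index at 3 weeks was 0.77 ± 1.38 in the HIRA group and -2.09 ± 0.39 in the Rosa26 group, a difference of 2.87 with all 5 HIRA libraries above all 5 controls. Its exact permutation p of 0.00794 was the smallest this design can give and was 0.111 after adjustment. The fry test gave 0.00168, or 0.00215 with the replicate block. At 6 months the difference in clock index was 0.44 (exact permutation p 0.627; fry with the replicate block 0.623). The change of the guide effect on the index between the time points was -2.42 (fry p 0.0255, adjusted over 7 tests 0.179; 0.025 with the replicate block).

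The other scores did not differ between the arms by more than the spread between replicates allowed to detect. At 3 weeks the differences were 0.08 for biliary markers, 0.05 for fibrosis, -0.12 for sterol synthesis, 0.09 for p53 targets and 0.47 for proliferation, with exact permutation p-values of 0.643, 0.81, 0.563, 0.675 and 0.167. At 6 months they were 0.15, 0.34, -0.34, 0.23 and 0.04 in the same order, with exact permutation p-values of 0.738, 0.508, 0.19, 0.135 and 0.913. With the replicate block, fry p-values for these 10 tests ranged from 0.0739 for p53 targets at 6 months to 0.88 for biliary markers at 3 weeks. Without the library labelled HIRA 6 months replicate 5, the differences at 6 months were 0.48, 0.58, -0.25, 0.26 and 0.26 in the same order (exact permutation p 0.0714, 0.103, 0.341, 0.135 and 0.579), with -0.16 for hepatocyte identity (exact permutation p 0.19) and 0.16 for the clock index (exact permutation p 0.881).

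**Figure D3:**
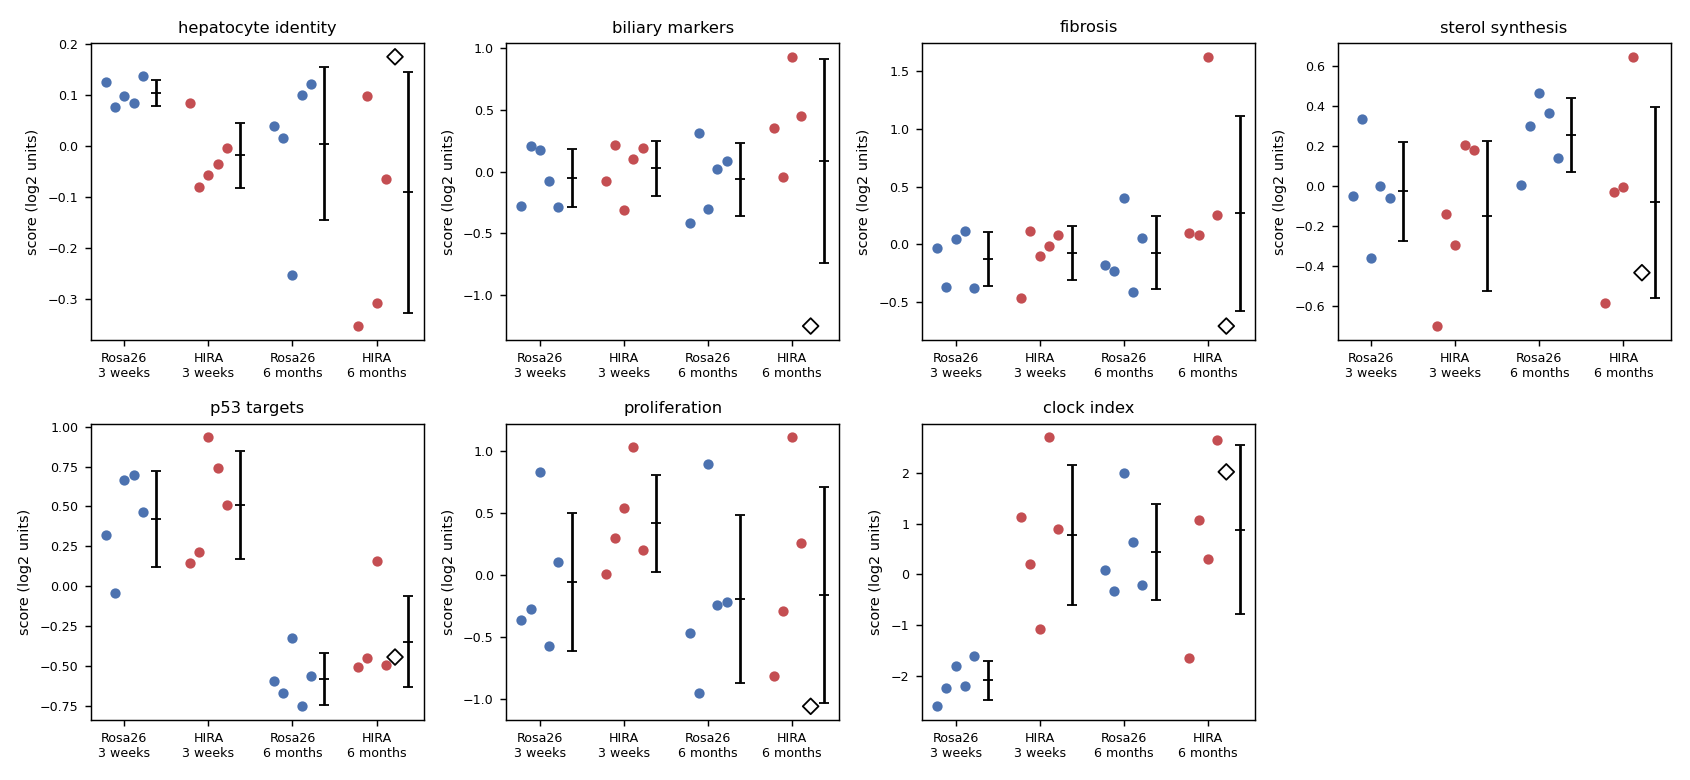
Scores (mean centred log2 CPM of each gene list, in log2 units) in each library by group, with the mean and SD of the 5 libraries at the right of each group; the open diamond is the library labelled HIRA 6 months replicate 5. The clock index of the Rosa26 group at 3 weeks averages -2.09, with its 5 libraries below all 5 HIRA libraries of that time point, and the p53 targets score is lower at 6 months in both arms.

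The study asked whether genes that lose expression are highly expressed. Its evidence came from livers 1 year after a Cre-mediated knockout and from a hepatectomy experiment. The values here are from other mice and time points and, in part, another knockout method, so they do not test that result directly. At 3 weeks the top expression decile shifted by -0.052 relative to all genes (exact permutation p 0.119). The shift at 6 months was -0.142, with -0.078 ± 0.129 in the HIRA group and 0.064 ± 0.088 in the Rosa26 group (SD, n = 5; exact permutation p 0.0714), and -0.182 (exact permutation p 0.0317) without the library labelled HIRA 6 months replicate 5. The median log2 fold change at 6 months went from 0.161 in the lowest decile to -0.081 in the highest, and at 3 weeks from 0.053 to -0.056. The 8 genes called lower at 3 weeks had a median of 3.88 log2 CPM in the controls of the other time point, 1.67 above the median of the 18 genes called higher. They stood at the 92.1 percentile of random lists, and the higher genes at the 74.5 percentile, but at the 50.4 and 1.5 percentiles when only genes with at least 1 CPM were counted and drawn (8 lower and 16 higher genes). The 19 lower genes of 6 months had a median of 0.67 log2 CPM and the 57 higher genes 0.90, a difference of -0.23 that changed sign under 5 alternatives, with values from 0.15 to 1.28. The lower and higher genes stood at the 41.6 and 44.1 percentiles. These became 0.6 and 0 among genes with at least 1 CPM, and 100 and 100 without the fold threshold.

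**Figure D4:**
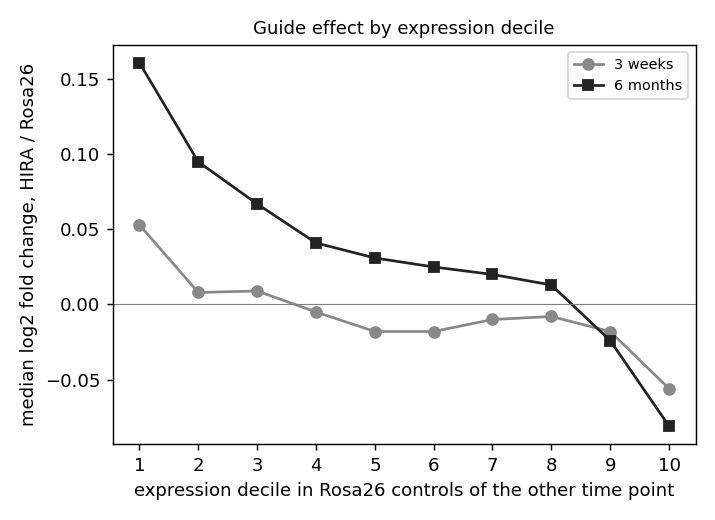
Median log2 fold change between the arms (y axis) by expression decile in the Rosa26 controls of the other time point (x axis, 10 is highest), at 3 weeks and 6 months. At 6 months the median falls from 0.161 in decile 1 to -0.081 in decile 10, and at 3 weeks from 0.053 to -0.056.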

Values the study reported

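For the comparison of HIRA-targeted with Rosa26-targeted livers, the study reported 290 genes with higher and 145 genes with lower expression at 3 weeks. At 6 months it reported 227 genes with higher and 373 with lower expression. It scored liver identity with a set of 85 genes and reported lower scores than in controls at both time points.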

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

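Chosen only after the result was seen were the tests on the library with male marker counts, on the Y gene counts of Rosa26 3 weeks replicate 1 and on the time of day at harvest, and the count of single-gene departures per library. The tests on non-hepatocyte markers and on the counts taken by a few genes were chosen before. Among 112 groups of 5 values examined, 10 held a library far from the other 4, and chance gives 5.6.

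The library labelled HIRA 6 months replicate 5 stood far from its group on sex-linked counts, with 9 counts of Xist against 6983 to 7781 in the other 4 libraries and 2041 counts over 4 Y-chromosome genes against 0 to 2. A candidate explanation is a mislabelled sample, at least in its sex, since 9 counts of Xist with 2041 counts of Y genes are what a male liver would give. Male RNA mixed into a female library would have left a sizeable share of Xist, and Xist was at 0.12% of the median of the other 19 libraries (7501 counts). That mixture is therefore not borne out. The sequencing data do not say whether the mouse or the tube was exchanged. The paper's text places this time course in male mice, while its figure legend and the labels give female. The other 19 libraries had the female pattern.

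Whether the same library carries the effect of the guide against Hira was examined with a signature of 18 genes called at 3 weeks, without clock list genes and without genes that changed over time in controls. Over all 18 genes, in the direction of the change at 3 weeks, the library scored 0.18, the other 4 HIRA libraries at 6 months 0.36 to 0.75, and the 5 Rosa26 libraries -0.74 to -0.19. Over the 9 of these genes that vary little with the clock index, it scored 0.26, against 0.34 to 0.40 in the other 4 HIRA libraries and -0.70 to -0.33 in the Rosa26 libraries. A liver without the HIRA guide effect would lie among the controls, and one with it among the other HIRA libraries. The score of 0.26 lies between these groups, as does the 0.18 over all 18 genes. Cdhr2, which is among the 18 and not the 9, and Itih5, which is among both, were at the level of controls in this library. Whether the library carries the effect thus cannot be told from these scores. A sex difference in the signature genes could also move the score, and it cannot be excluded, because 0 of the control libraries had male marker counts. Across the arms the signature differed at 6 months by 0.97 with all 5 HIRA libraries (exact permutation p 0.00794) and by 1.05 without replicate 5 (exact permutation p 0.00794), in both cases the smallest p that the design can give. Leaving out genes that changed over time in controls used the Rosa26 libraries of 6 months, which are also compared here. That choice can favour genes that still differ at 6 months, so these p-values are not an independent test.

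In Rosa26 3 weeks replicate 1 the Y genes summed to 13 counts, against 0 to 1 in the other 4 libraries of the group. If reads had been carried over from a male liver library like HIRA 6 months replicate 5, 32.1 counts of Cyp4a12a would accompany them, and 1 was seen. Carry-over from that library is therefore not borne out, and the source of the 13 counts was not found. No biological explanation was tested.

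The hepatocyte identity score of Rosa26 6 months replicate 3 was -0.253, below the 0.015 to 0.122 of the other 4 libraries. Its score over 14 markers of non-hepatocyte cells (immune, endothelial and stellate cells) was 1.01, against -0.75 to -0.04 in the other 4, which is consistent with a larger share of RNA from other cell types in this piece of liver. Whether the share differed in the liver or in the sampling cannot be told apart. No biological explanation was tested, because the label gives it no treatment that the other 4 lack.

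The p53 targets score of HIRA 6 months replicate 3 was 0.158, above the -0.51 to -0.445 of the other 4 libraries. Its score of non-hepatocyte markers was 0.70, within the -0.83 to 0.82 of the others, so RNA of other cell types, by this measure, does not set it apart. Its fibrosis (1.625), biliary (0.931) and proliferation (1.113) scores were also the highest of its group. RNA of cell types that these markers do not cover is therefore not excluded. The cause was not found, and no biological explanation was tested.

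Single genes stood apart in single libraries. Slc2a4 was 2.00 log2 CPM in HIRA 3 weeks replicate 3, below the other 4 libraries (2.96 to 3.29). Wnk4 was 3.84 in HIRA 6 months replicate 1, above the others (2.04 to 2.31). In the Rosa26 group at 3 weeks, Gadd45a was 2.46 in replicate 3 (others 2.05 to 2.15), Gria3 was 2.44 in replicate 4 (1.19 to 1.5) and Eda2r was 0.06 in replicate 2 (1.18 to 1.60). These 5 departures fell in 5 libraries, at most 1 in each, so no single library standing apart in general accounts for all 5. Rosa26 3 weeks replicate 2 does stand apart over all genes (chi-square per gene of 59.2 to 75.4 with the other 4 libraries, against 12.3 to 20.8 among them), and a general departure of that library is not excluded for Eda2r. Chance alone could produce as many departures.

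The effect of the guide on the clock index differed between the time points, 2.87 at 3 weeks and 0.44 at 6 months, a change of -2.42 (fry p 0.0255, adjusted over 7 scores 0.179), and it was the only 1 of the 7 scores with an unadjusted p under 0.05. The difference at 3 weeks was in the same direction in 5 of 5 libraries. With a library left out, it ranged from 2.38 to 3.33, and the difference at 6 months ranged from 0 to 1.08. A candidate explanation is the time of day at harvest. It predicts that control groups differ as well, and the index of the Rosa26 controls was higher by 2.53 at 6 months than at 3 weeks (exact permutation p 0.00794, the smallest possible), while that of the HIRA arm changed by 0.11 (exact permutation p 0.921). The guide effect at 3 weeks uses the same Rosa26 libraries of 3 weeks, so this is not an independent test of the time of day. A few genes taking more of the counts is another explanation, and the share of the top 10 genes at 3 weeks overlapped between the arms (exact permutation p 0.0556). Harvest times are not given in the labels, so an effect of the guide on the clock at 3 weeks cannot be told apart from a difference in the time of day.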

How the results depend on the processing

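The comparisons, thresholds, gene lists, naming rule and alternatives were fixed before the data were examined, except 5 alternatives chosen after seeing the data, namely DESeq2 on only the samples of the contrast, DESeq2 without the library with male marker counts, the clock index as a covariate, the score of non-hepatocyte markers as a covariate, and the per-library correction for length and GC content. Each of the 26 results that answer a comparison was recomputed under its alternatives. Of 213 recomputed values, leaving aside those with a library left out, 165 kept their direction and side of the threshold or stayed within the margin set, 35 counts or values moved, 4 became weaker, 3 stronger and 6 reversed. For the changes below the cause was not tested, except where a value is given for it. All alternatives were run.

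The count of genes changed at 3 weeks (26) was 64 with DESeq2, 51 with limma-voom, 4 with FPKM values, 1 with glmTreat, 45 with no fold threshold, 61 with only the samples of the contrast, 109 with DESeq2 on only those samples, 81 with DESeq2 without the library with male marker counts and 3 with the clock index as a covariate. Of the 26, DESeq2 on all libraries kept 24 and the covariate kept 1. The index differed between the arms without overlap at 3 weeks, so the covariate may remove part of a guide effect with it. Whether this lowered the count was not tested.

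At 6 months the count (76) was 127 with DESeq2, 14 with FPKM values, 299 with no fold threshold, 180 with DESeq2 without the library with male marker counts, 118 with the score of non-hepatocyte markers as a covariate (63 of the 76 among them), 86 with DESeq2 on only the samples of the contrast (56 of the 76 among them), and 0 with glmTreat (858 genes at an unadjusted p under 0.05) and 0 in edgeR with only the samples of the contrast (2629 at an unadjusted p under 0.05, smallest adjusted p 0.0634). In controls over time the count (37) was 157 with DESeq2, 62 with limma-voom, 1 with FPKM values, 1 with glmTreat, 74 with no fold threshold, 67 with only the samples of the contrast, 206 with DESeq2 on those, 187 with DESeq2 without the library with male marker counts, 61 with the replicate block (all 37 among them), 79 with the score of non-hepatocyte markers as a covariate (all 37 among them) and 0 with the clock index as a covariate (1258 at an unadjusted p under 0.05). For the difference in guide effect (0 genes), DESeq2 without the library with male marker counts called 5. RLE, upper-quartile, the filters and the correction for length and GC content left these counts within 1.5 times of the main ones.

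Genes shared by both time points (4) were 19 with DESeq2, 7 with filterByExpr, 10 with no fold threshold, 0 with FPKM values, 0 with glmTreat and 0 with only the samples of the contrast. With the replicate block the counts at 3 weeks and 6 months were 27 and 72, the shared genes 3 and the correlation between time points 0.326. Same-numbered libraries are not stated to be paired (mean correlation 0.103, 0.058 and 0.042).

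The Hira change at 6 months reversed from -0.10 to 0.03 with FPKM values (limma adjusted p 0.958; over its alternatives 0.7 to 0.958). The hepatocyte identity difference at 3 weeks (-0.12) was -0.01 with FPKM values (exact permutation p 0.913), -0.28 with z-scores per gene (exact permutation p 0.0635), and -0.12 in the fry rotation test (p 0.298, and 0.269 with the replicate block), and its p over all alternatives ranged from 0.0159 to 0.913. The shift of the top expression decile at 6 months (-0.142) passed 0.05 with FPKM values (-0.104, exact permutation p 0.0397), deciles from same-time controls (-0.166, exact permutation p 0.0476) and a minimum of 10 CPM (-0.133, exact permutation p 0.0159). The expression of lower against higher genes moved to 3.47 at 3 weeks with same-time controls (1.67), and at 6 months (-0.23) it reversed with same-time controls (0.76), FPKM (0.36), DESeq2 calls (0.15), no fold threshold (1.28) and a background of genes with at least 1 CPM (0.59). Same-time controls carry selection on the same libraries.

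In the 20 fits that each left out a library, the counts went from 3 to 43 at 3 weeks, from 18 to 109 at 6 months, from 1 to 83 in controls over time, from 0 to 1 for the difference in guide effect and from 0 to 11 for shared genes. Ranges for scores were -0.06 to 0.48 (biliary markers, 6 months), -0.01 to 0.15 and 0 to 0.58 (fibrosis, 3 weeks and 6 months), -0.21 to 0.01 and -0.52 to -0.22 (sterol synthesis), -0.03 to 0.18 and 0.10 to 0.30 (p53 targets), 0.32 to 0.70 and -0.28 to 0.31 (proliferation), and -0.067 to -0.032 and -0.182 to -0.099 (top decile shift). The differences in clock index (2.38 to 3.33) and hepatocyte identity (-0.15 to -0.11) at 3 weeks kept their direction and an exact permutation p under 0.05 in all 20. Only the fits without a library of 3 weeks test this, since the others leave the compared libraries in place. Differences with a p of 0.05 or more on all libraries went under it in 7 cases: sterol synthesis at 6 months without HIRA replicate 4 (exact permutation p 0.0159), p53 targets at 6 months without Rosa26 replicate 3 (exact permutation p 0.0159), proliferation at 3 weeks without Rosa26 replicate 3 (exact permutation p 0.0317), the top decile shift at 3 weeks without Rosa26 replicate 4 or HIRA replicate 1 (exact permutation p 0.0238 and 0.0397), and that at 6 months without Rosa26 replicate 3 or HIRA replicate 5 (exact permutation p 0.0476 and 0.0317). Hira stayed negative (-0.56 to -0.40 and -0.17 to -0.02).

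Of 448 values for 32 results on single genes, 380 kept direction and threshold and 68 became weaker, 24 of them with FPKM values and 21 with the clock index as a covariate. None reversed (0 of 448). With a library left out, Cdkn1a in controls over time and Zkscan4 and Proca1 at 6 months passed both thresholds in all 20 fits, whereas Rab38 lost them in 15, Ndrg1 in 13 and Per3 at 3 weeks in 12.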

Other observations

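Chosen only after the result was seen were the tests on clock phase, on RNA of other cell types at either time point, on the library with male marker counts in the decile shift, on time of day for the p53 targets, on principal components at 6 months, and on splits of the 3-week libraries for the genes and the correlation shared by both time points. The tests on gene length, GC content, depth, matched gene lists, Cdkn1a alone, reads shared between H3f3a and H3f3b, and other splits of the libraries were chosen before. The correction of each library for gene length and GC content was added after the data had been seen.

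The numbers of genes past both thresholds were 18 higher and 8 lower at 3 weeks and 57 higher and 19 lower at 6 months. These counts, from edgeR, are lower than the values quoted from the study above. With DESeq2, the test used by the study, on all libraries they were 40 higher and 24 lower at 3 weeks. At 6 months DESeq2 gave 89 higher and 38 lower, and these counts are below the quoted values too. The study's balance at 6 months was the opposite, with more lower than higher genes. The hepatocyte identity score was lower by 0.12 at 3 weeks and by 0.09 at 6 months, with exact permutation p-values of 0.0238 and 0.437 (adjusted 0.167 and 0.859). With the other scores as they were, even full separation of the arms at 1 time point could not have brought its adjusted p under 0.05, so the adjusted values do not speak against a difference. The score of non-hepatocyte markers was mostly higher in the HIRA arm at 3 weeks. The identity difference was not adjusted for it, so RNA of other cell types is not excluded there. The study used another gene list and reported lower scores at both time points.

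The change at 3 weeks was set against the circadian clock. Within the groups at 6 months, without the library with male marker counts, the slope of each gene on the clock index was measured in 9 libraries and scaled to the difference in index between the arms at 3 weeks. Over the 26 called genes, this gave a Pearson r of 0.66 (Spearman rho 0.62) with the fold changes at 3 weeks, across genes from other mice, and 0.51 over the 21 of them outside the clock lists. Over the 23 called genes with a mean log2 CPM above 0, r was 0.84 (Spearman rho 0.77), and 0.72 over 18 outside the clock lists. The other 3, Cdhr2, Gm17597 and Gm17430, had changes from the slopes of -1.01, 0.54 and 0.52 against fold changes of 3.62, 2.78 and 3.85. Over all 12895 genes r was 0.052, and genes are not independent replicates. A clock phase differing between the arms may therefore account for part of the 26 calls, but 11 of them had a slope change opposite in sign or under 25% of the fold change. Besides the 3 above, these were Itih5, Slc13a3, Gm16731, Car14, Wdr54, Lpar2, Gm31522 and 2310015A10Rik, for which the slopes gave changes of -0.28, -0.03, 0.32, 0.07, -0.16, 0.02, -0.24 and -0.05 against fold changes of 1.51, -1.43, -1.64, 1.19, 1.09, 1.00, 1.63 and -1.02. Gm17597, Gm17430, Wdr54, Lpar2, Gm31522 and 2310015A10Rik lie outside the naming rule and were chosen after their values were seen. Per-library slopes of expression on gene length and GC content overlapped between the arms at 3 weeks (exact permutation p 0.333 and 0.762), and 28 genes passed after a correction of each library for both, 25 of them among the 26. Of the 16 splits of these 10 libraries that part all same-numbered pairs, only 1, the real split, gave as many genes (highest other 0), and of 84 other drawn splits, which keep some pairs together, 0 did (highest 1). With 16 splits the share cannot go below 0.0625. The part of the response that does not follow the clock index is a candidate for an effect of the guide, as a hypothesis. A difference in time of day remains for the rest. It is not excluded for the first part either, since a slope on this index can miss genes that peak at other times.

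At 6 months the slopes on gene length overlapped (exact permutation p 0.0556), and those on GC content differed between the arms (exact permutation p 0.0159). After the correction for both, 52 genes passed, 49 of them among the 76, so these biases alone do not account for the calls, while a contribution of GC content cannot be excluded. The score of 14 non-hepatocyte markers differed by 0.31 between the arms (exact permutation p 0.484) and by 0.57 without replicate 5 of the HIRA arm (exact permutation p 0.183). A difference in RNA of other cell types is thus not excluded, but with the score as a covariate 118 genes passed, 63 of them among the 76, so this score does not account for most of the calls. Of the 16 splits that part all same-numbered pairs, only 1, the real split, gave as many genes (highest other 46). Of 84 other drawn splits, 2 gave more, with 705 and 710 genes. The split with 705 genes kept HIRA replicates 1, 2, 3 and 4 together and only exchanged HIRA replicate 5 for Rosa26 replicate 3. It therefore carries most of the real contrast. The split with 710 genes put HIRA replicates 1, 3 and 4 with Rosa26 replicates 3 and 5, the 5 libraries that were highest on the first principal component. In a principal component analysis of only these 10 libraries, the first component (36.3% of the variance) did not separate the arms (exact permutation p 0.984) and the second (21.3%) did (exact permutation p 0.00794), and the library with male marker counts lay farthest out on the first (-64.8). Because the split with 710 genes mixes the arms, the calls at 6 months are less firmly tied to the guide than the count alone shows (0.0625 is again the smallest share possible).

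The 4 genes shared by both time points and the correlation of fold changes were set against other splits of the 6-month libraries. Of 16 splits that part all pairs, only 1, the real split, shared as many genes (highest other 3), and 0 of 84 others did (highest 3). The r of 0.319 was reached by 1 of 16, the real split (highest other 0.267), and by 0 of 84 others (highest 0.312). Among splits of the 3-week libraries, 1 of 16, the real split, shared as many genes (highest other 0), but 2 of 16 reached the r, the real split and 1 with 0.347, as did 1 of 84 others (0.326). The real labels are therefore not the only grouping that gives this correlation. Both other splits kept HIRA replicates 1, 2, 3 and 5 together, so they carry part of the real contrast and are not unrelated groupings. For the difference in guide effect, 24 of 100 splits, the real one among them and the others made by exchanging time labels between same-numbered libraries within an arm, gave as many genes at an unadjusted p under 0.05 as the real labels (1514, median of the others 1096, highest 2950), and 6 of the others called genes where the real labels called 0. Exchanging time labels carries the effect of time itself into the other splits, so the comparison cannot show that a difference in guide effect is absent, and 5 genes were called by DESeq2 without the library with male marker counts.

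In controls over time, 1 of 16 splits that part all pairs, the real split, gave 37 genes (highest other 3), and 0 of 84 others did (highest 7). The p53 targets score was lower at 6 months by 1.00 in the Rosa26 arm (exact permutation p 0.00794, the smallest possible). Of its 13 genes, 12 were lower, 4 with an adjusted p under 0.05 over all genes and 12 when adjusted over the list alone. Time of day at harvest would spare the HIRA arm, whose clock index was similar at both time points, and there the score changed by -0.86 (exact permutation p 0.0159). A broad technical shift between the time points would leave the list in the middle of 10000 random lists matched on expression, and its mean log2 fold change (-1.06) was at percentile 0. Cdkn1a alone is not the cause either, since without it the score changed by -0.79 in the Rosa26 arm (exact permutation p 0.00794) and by -0.80 in the HIRA arm (exact permutation p 0.0159). A hypothesis that remains is that a p53 response, which could follow vector delivery or Cas9 cutting in either arm, was present at 3 weeks and had subsided by 6 months. The labels give no uninjected mice and no processing dates, so a batch between the time points, or age, cannot be told apart from it.

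The shift of the top expression decile at 6 months (-0.142) was -0.131 after correction for gene length and GC content (-0.141 on the same genes without it; exact permutation p 0.0714), and total counts did not differ between the arms (exact permutation p 0.611). Without the library with male marker counts it was -0.182 (exact permutation p 0.0317). The correction moved the value little, while the slopes on GC content differed between the arms, so a part played by GC content is not excluded. RNA of other cell types was weighed with the score of 14 non-hepatocyte markers, which the shift followed over the 10 libraries (Pearson r -0.82, permutation p 0.00426; Spearman rho -0.77, permutation p 0.0128), with r -0.87 after leaving out the 2 libraries farthest from the median score, and with r -0.85 and rho -0.81 over values centred within the arms (exact permutation p 0.00403 and 0.0109). Adjusted for the score with the slope within the arms, the difference was -0.098 (exact permutation p 0.0238 on the adjusted values). The slope was fitted with the real arms, so this p can be too small and is not an exact test of the adjusted difference. RNA of other cell types could therefore account for part of the shift, which cannot be told apart from lower expression of highly expressed genes in hepatocytes and did not pass 0.05 in the comparison as designed.

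H3f3a and H3f3b encode the histone that HIRA deposits and were chosen after their values were seen. H3f3a (chromosome 1, 180800832 to 180813943) was higher in the HIRA arm by 0.38 ± 0.07 at 3 weeks (edgeR adjusted p 0.0309) and 0.32 ± 0.07 at 6 months (0.0292), with all 5 HIRA libraries above all 5 controls at both. With a library left out, its adjusted p ranged from 0.0181 to 0.103 and from 0.0204 to 0.0699. H3f3b changed by -0.11 and -0.10. Reads shared between H3f3a and H3f3b could move counts from 1 gene to the other, and the summed CPM of both changed by 0.04 at 3 weeks (exact permutation p 0.397) and 0.03 at 6 months (exact permutation p 0.794). H3f3b had more counts (167.6 against 72 CPM), so the sum has little power, and the rise of H3f3a cannot be told apart from such reads.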
